A study of Saccharomyces cerevisiae with 32 samples.

How the data were processed

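The series measured how amino acid substitutions in the third PDZ domain of the synaptic scaffold protein PSD95 (PDZ3) and in its peptide ligand from the protein CRIPT changed growth of yeast in a protein complementation assay. In this assay 2 fragments of a methotrexate-resistant dihydrofolate reductase, fused to PDZ3 and to the ligand, restore growth in methotrexate when the fusion partners bind; this description of the assay is background and was not stated in full by the labels. Per the labels, libraries of variants were transformed into yeast of strain BY4741 in 3 biological replicates, grown for 5 generations without drug (input) and then for about 5 generations with 200 µg/mL methotrexate (output), and amplicons from extracted DNA were sequenced. The labels gave 32 samples, of which 30 were input or output samples of 5 libraries with 3 replicates per library and condition. The other 2 were wild-type control samples, 1 for each block of the PDZ3-CRIPT library. They were not used here, because no value in the tables was tied to them.

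The 4 deposited tables held 1 fitness score per amino acid sequence together with an error of that score on the same scale, both computed by the authors from the input and output counts. Replicates and synonymous codons had been merged by the authors, so neither read counts nor values per replicate were used here. The log base of the deposited score, any division by the number of generations, the tool, the count filter and the kind of error (standard error or other) were stated neither in the file headers nor in the labels. The depth behind each value is therefore unknown, and the precision given for each value is the authors' error. From the values themselves, the wild-type sequence lay near 0 and stop codon variants near -0.8 to -1.0 in each table, so a score is read as growth relative to wild type, with lower values for slower growth in methotrexate.

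The N-terminal CRIPT library varied CRIPT positions 1 to 4, the C-terminal CRIPT library positions 5 to 8, and the pairwise CRIPT library all 8 positions, 1 or 2 at a time. The PDZ3-CRIPT library held single substitutions in PDZ3, single substitutions in CRIPT and pairs of 1 substitution in each. The labels describe that library as 2 blocks, but its table carries no block column. It consists of 2 successive listings, 1 for PDZ3 residues 1 to 50 and 1 for residues 51 to 100, each with its own set of CRIPT single variants. The 2 listings were analysed apart, and which listing belongs to which labelled block was not assigned. The wild-type sequence was present in the listing for residues 51 to 100 only, and its value served for both. Positions were counted from 1 at the first residue of the listed PDZ3 and CRIPT sequences. For CRIPT, the ligand numbering that sets the C-terminal residue to 0 is given beside these.

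The plan fixed before the data were examined was to fit count models to input and output counts with replicate as a block. It also named what to use if a table held only a fitness and its error, and that rule was followed. Each variant's score minus the wild-type score was divided by the root of the sum of the 2 squared errors, and a two-sided normal p-value was adjusted by the Benjamini-Hochberg method within each table or listing, with a threshold of 0.05. All comparisons in a table share the error of the 1 wild-type value. Mean effects are unweighted means over single substitutions with propagated errors. The difference between the N-terminal and C-terminal parts of CRIPT could not be tested on replicates, so it was tested in 2 ways: by 100000 random permutations of substitutions between parts, and, since substitutions at 1 position are not independent, by exact enumeration of the 70 splits of the 8 positions into 4 and 4. Both tests were two-sided and were chosen after the tables had been seen.

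Pairs of substitutions were compared with an isotonic curve fitted to pair fitness as a function of the sum of the single effects, once per table or listing. The deviation was divided by the combined error of the pair, both singles and wild type, and adjusted p-values were computed as above. Where a single substitution was not listed (16 in the listing for PDZ3 residues 1 to 50 and 1 in the other), the median over its pairs of the pair score minus the partner's single score took its place. Additive fits were least squares on single substitutions (ridge penalty 1), with 20% of variants held out for a second R². Position pairs were compared by the share of their substitution pairs past the threshold, for pairs of positions with at least 50 tested pairs. A PDZ3 substitution was called near-neutral when its single score lay within 0.02 of wild type. Alternatives were a stricter threshold of 0.01, comparison with 0 in place of wild type, the 50% of variants with the lower errors, means weighted by the inverse squared error, an added error estimated from the variants present in both listings, a wild-type value shifted by the median difference between listings, single stop variants alone for the stop level, and, for the pairs, a plain sum, the product of effects above the stop level, and 10 rounds of removal of the median of each substitution. The isotonic and all-pairs fits, the plain sum, the stricter threshold, the scaling by stop level, position medians and position means without proline were planned, and the other alternatives were chosen after the data had been seen. Spreads (SD) of the correlations, the R² values and the stop medians came from 200 bootstrap draws.

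The variants named were chosen by a rule written in advance. It takes, per table or listing, the 3 lowest and 3 highest single substitutions past the threshold, the 5 PDZ3 positions with the lowest mean and the 3 with the highest, the 3 pairs farthest above and the 3 farthest below the curve, and the 5 position pairs with the largest share of pairs past the threshold. The parts of that rule on replicates and counts could not be applied. Names outside it are marked as chosen after their values were seen.

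The procedures were tested on simulated data built from the tables' own errors for variants and pairs, and 1 fixed error for the singles of pairs. Each simulation had 200 changed variants. All changes in a test had 1 size, up or down against wild type and only upward for pairs. That size exceeded the mean single effects of the N-terminal and pairwise libraries, so recovery of smaller changes was not simulated. Far more variants were past the threshold in the data, so the shares of false calls need not carry over. The wild-type comparison recovered 80% of the changed variants for the N-terminal library, 91% for the C-terminal library and 86% for the pairwise library, with 0%, 0% and 5.49% of calls false. The test of pairs recovered 89% of changed pairs with 3.78% of calls false when the curve was exact. When effects added on a hidden scale with a floor, 32.3% of the calls from the curve of sums were false, against 4.37% with the product above the floor as expectation. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, with random seed 11, and plots used Matplotlib 3.10.9.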

Results

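The data comprised fitness scores for 470640 amino acid sequences from growth of yeast in methotrexate, which depends on binding between PDZ3 and CRIPT. The N-terminal CRIPT library had scores for 91815 sequences, the C-terminal CRIPT library for 117723, the pairwise CRIPT library for 9475 and the PDZ3-CRIPT library for 251627. Each library, and each of the 2 blocks of the PDZ3-CRIPT library, had 3 input and 3 output samples. The scores were pooled over replicates by the authors, so each value below carries the authors' error, no replicate spread could be given, and the depth is unknown. The median error was 0.0670 in the N-terminal, 0.0647 in the C-terminal and 0.0775 in the pairwise library. In the PDZ3-CRIPT table it was 0.0525 in the listing for PDZ3 residues 1 to 50 and 0.0437 in that for residues 51 to 100.

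The N-terminal library covered 34 of the 76 possible single substitutions (44.7%) and the C-terminal library 68 of 76 (89.5%). The pairwise library covered 151 of 152 single substitutions and 8449 of 10108 double substitutions (83.6%). The PDZ3-CRIPT table held 870 PDZ3 single substitutions and 104260 PDZ3-CRIPT pairs without a stop codon for residues 1 to 50, and 947 and 135850 for residues 51 to 100. PDZ3 residues 44 to 50 were sparse, with 8 to 42 sequences per residue against 1852 to 3061 at the other residues. The CRIPT substitution T6A was present in only 2 sequences of that table.

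Wild type and stop codons gave the range of the readout. The wild-type score was -0.0412 ± 0.0552 in the N-terminal, -0.00849 ± 0.0549 in the C-terminal, 0.0314 ± 0.0140 in the pairwise and -0.000512 ± 0.00383 in the PDZ3-CRIPT library. The median score of stop variants was -0.807 over 14920 N-terminal variants, -1.001 over 16170 C-terminal variants and -0.893 over 874 variants of the pairwise library. For PDZ3 residues 1 to 50 it was -0.796 over 4095 variants, and for residues 51 to 100 it was -0.799 over 5301. Restricting to the 50% of variants with the lower errors moved the median of the pairwise library, to -0.830, more than any alternative moved another table's.

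The first comparison asked which variants grew differently from wild type. In the N-terminal library 83412 of 91814 variants (90.8%) scored lower than wild type at an adjusted p under 0.05, and 0 scored higher, with 0 higher also at an unadjusted p under 0.05. In the C-terminal library 117597 of 117722 (99.9%) scored lower and 0 higher, again with 0 at an unadjusted p under 0.05. The wild-type error was 0.0552 in the N-terminal and 0.0549 in the C-terminal library, against 0.0140 in the pairwise library. Small gains could therefore not be called in the first 2, and the counts of 0 do not show that gains were absent. Q5E, past the threshold above wild type in the pairwise library, scored 0.0610 in the C-terminal library, where wild type scored -0.00849. In the pairwise library 8457 of 9474 scored lower and 17 higher. Among variants with PDZ3 residues 1 to 50, 87149 of 109376 scored lower and 1223 (1.12%) higher. For residues 51 to 100 the counts were 106593 lower and 2829 (1.99%) higher of 142250. These counts moved most when only the 50% of variants with the lower errors were tested, which left 41887 N-terminal variants past the threshold. The counts above wild type depended more on the threshold, and at an adjusted p under 0.01 they were 6 in the pairwise library, 690 for residues 1 to 50 and 1625 for residues 51 to 100. No stop variant scored higher than wild type in any table.

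The lowest single substitutions of the N-terminal library were all at CRIPT position 4: K4G at -0.484 ± 0.0600, K4C at -0.478 ± 0.104 and K4F at -0.452 ± 0.0615. In the C-terminal library they were T6G at -1.05 ± 0.0680, V8G at -1.04 ± 0.0499 and V8D at -0.998 ± 0.0532. In the pairwise library V8H, T6N and V8K were lowest, at -1.20 ± 0.191, -1.06 ± 0.0767 and -0.959 ± 0.149. V8H had -0.818 and -1.25 in the 2 listings of the PDZ3-CRIPT table, so its value is less certain than its errors state. V8Y, V8E and T6P were the lowest single substitutions in both listings of the PDZ3-CRIPT table, between -1.21 and -1.32, below the stop level. Their medians in near-neutral PDZ3 backgrounds were higher, between -0.760 and -0.820, and the CRIPT-only tables gave -0.784 to -0.942, so these listed singles are not taken as the size of the effect. Only 2 single substitutions of the pairwise library were past the threshold above wild type: Q5E at 0.165 ± 0.0197 and Y3W at 0.0998 ± 0.02005. Among PDZ3 substitutions T19R reached 0.187 ± 0.0170 and G33E 0.175 ± 0.0206 for residues 1 to 50. For residues 51 to 100, E99W reached 0.275 ± 0.0317, S96C 0.188 ± 0.0475 and L51F 0.184 ± 0.0187. The highest single score for residues 1 to 50 was CRIPT S7T at 0.218 ± 0.00895, but the same substitution had 0.0478 ± 0.00518 in the other listing, and its median over 205 near-neutral PDZ3 backgrounds was -0.0710.

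In the C-terminal library 123 variants without a stop were not past the threshold below wild type, which does not place them at or above it: their scores went down to -0.330. Of these, 105 (85.4%) kept T at position 6, 75 (61.0%) kept V at position 8 and 42 (34.1%) had E at position 5. The highest score belonged to KNYK-ETAV at 0.0808 ± 0.0669, where the hyphen marks the border between the parts varied in the N- and C-terminal libraries. It was not past the threshold against wild type. These features of the 123 variants were examined after their values had been seen.

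The mean effect of a single substitution relative to wild type was -0.0849 in the N-terminal library, -0.496 in the C-terminal library and -0.334 in the pairwise library. The error was 0.0564 for the N-terminal and 0.0553 for the C-terminal mean, mostly from the wild-type value. The N-terminal mean rested on 34 substitutions and was -0.0386 with the lower 50% of errors, so it is known only roughly. For PDZ3 substitutions it was -0.127 for residues 1 to 50 and -0.0821 for residues 51 to 100. Restricting to the 50% of variants with the lower errors moved the pairwise mean most in absolute size, to -0.151. In ratio it moved the mean for PDZ3 residues 51 to 100 most, to -0.0205. The substitutions kept scored higher on average in both cases, so the restriction also selects on score.

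The next comparison asked whether the N-terminal part of CRIPT tolerates substitutions better than the C-terminal part. Between the N- and C-terminal libraries the mean effects differed by 0.411 ± 0.0790. Within the pairwise library positions 1 to 4 exceeded positions 5 to 8 by 0.362 ± 0.00658, and within the PDZ3-CRIPT table by 0.345 ± 0.00105 (listing for residues 1 to 50) and 0.385 ± 0.00145 (residues 51 to 100). Permutation of substitutions between the parts gave p = 1e-05, the smallest the 100000 permutations can give, in each of the 4 comparisons, and the adjusted value was also 1e-05. The 4 comparisons are not separate evidence, since they share substitutions. The levels of the CRIPT-only tables are also tied to the listing for residues 51 to 100, as described below. Because substitutions at 1 position are not independent, the 8 positions were also permuted. In this exact test 6 of 70 splits gave a difference as large in 3 of the comparisons (p = 0.0857) and 8 of 70 in the listing for residues 1 to 50 (p = 0.114), with an adjusted p = 0.114 in all 4 and a smallest possible p = 0.0286. Across positions the difference was therefore not past the threshold. Divided by the stop level of its own library, the difference between the N- and C-terminal libraries was 0.389. With the lower 50% of errors, the alternative that moved it most, it was 0.457.

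The difference between the parts came mostly from positions 6 and 8. In the pairwise library the mean score of single substitutions was -0.798 ± 0.00903 at T6 (ligand position -2) and -0.726 ± 0.0220 at V8 (ligand position 0). These were the only 2 of 8 positions whose mean lay below 50% of the stop level. At K4 the mean was -0.319 ± 0.00487, at Q5 -0.213 ± 0.00500 and at S7 -0.213 ± 0.00697. Means were closer to wild type at Y3 with -0.103 ± 0.00459, K1 with -0.0814 ± 0.00485 and N2 with 0.0139 ± 0.00455. The same 2 positions were lowest in the other tables that covered them. The propagated errors leave out differences between experiments. At V8 the mean was -0.741 ± 0.00246 in the listing for residues 1 to 50 and -0.798 ± 0.00277 in that for residues 51 to 100.

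**Figure D1:**
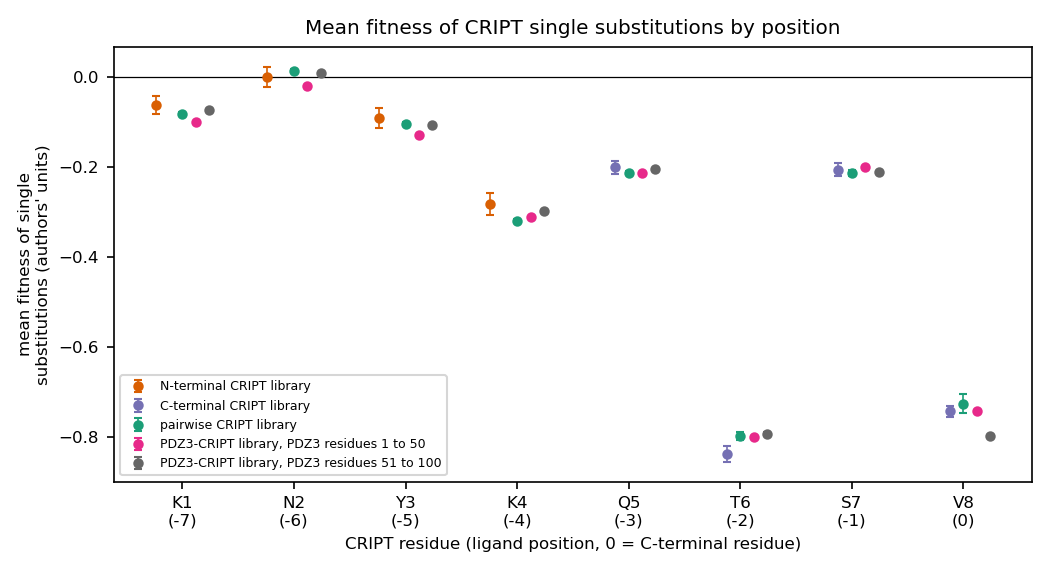
Mean fitness score (authors' units) of single substitutions at each CRIPT position, by library or listing, with propagated errors as bars and the ligand position in parentheses. The bars leave out differences between experiments. T6 and V8 lie lowest, at -0.798 and -0.726 in the pairwise library.

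In PDZ3, positions were compared in the same way, with errors that likewise leave out differences between experiments. The lowest means for residues 1 to 50 were at G27 with -0.620 ± 0.00867, I25 with -0.6002 ± 0.00852, G22 with -0.460 ± 0.00558, G28 with -0.4004 ± 0.00435 and L21 with -0.388 ± 0.00536. For residues 51 to 100 they were at I57 with -0.526 ± 0.00619, H70 with -0.522 ± 0.00565, A73 with -0.458 ± 0.00585, I86 with -0.395 ± 0.00484 and L77 with -0.364 ± 0.00443. The mean lay below 50% of the stop level at 4 positions for residues 1 to 50 and at 3 for residues 51 to 100, and with medians in place of means at 3 and 3. The highest means were at G20 with 0.0716 ± 0.00662, T19 with 0.0427 ± 0.00491 and E32 with 0.0418 ± 0.00433, and at R66 with 0.0542 ± 0.00248, S69 with 0.0445 ± 0.00250 and I75 with 0.0350 ± 0.00327.

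**Figure D2:**
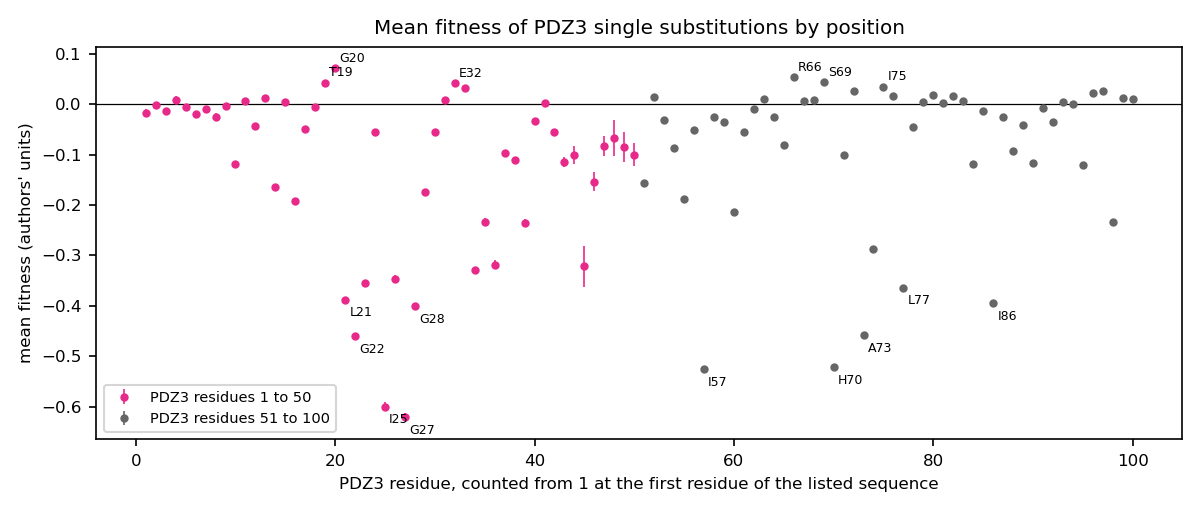
Mean fitness score (authors' units) of PDZ3 single substitutions against residue number, with propagated errors as bars and the lowest and highest positions of each listing named. Means range from -0.620 at G27 to 0.0716 at G20, and residues 44 to 50 rest on few sequences.

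The same CRIPT single substitutions were scored in separate experiments, which allowed the tables to be compared. Across substitutions, which are not independent replicates, Pearson's r was 0.931 over 34 shared substitutions between the N-terminal and pairwise libraries (Spearman's rho 0.926) and 0.960 over 67 between the C-terminal and pairwise libraries (rho 0.946). Between the listings of the PDZ3-CRIPT table r was 0.981 over 151 substitutions (rho 0.994). Among the 9 table pairs compared, restricting to the lower 50% of errors changed r most between the N-terminal library and the listing for residues 1 to 50, from 0.935 to 0.864, where only 8 substitutions were left. The regression of the listing for residues 51 to 100 on each CRIPT-only table, over 36, 68 and 154 shared single variants, had a slope of 1 and an intercept of 0, so the levels of those tables are not independent of that listing. Between the 2 listings, 108 of 154 CRIPT single variants differed at an adjusted p under 0.05, and the median difference over the 154 was 0.0158.

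Combined variants were then compared with the sum of single effects, to ask how far substitutions in the ligand act additively. A fit with 1 term per substitution gave an R² of 0.723 in the N-terminal library, 0.243 in the C-terminal library and 0.751 in the pairwise library. On held-out variants R² was 0.724, 0.245 and 0.744. Passing the additive sum through a monotonic curve raised R² to 0.731, 0.303 and 0.823. With all pairs of substitutions added it was 0.494 in the C-terminal library (0.463 held out), the largest change of any table, and 0.779 in the N-terminal library (0.766 held out). The N-terminal value moved more, to 0.856, with the lower 50% of errors. The largest R² that the authors' errors allow was 0.703, 0.388 and 0.807, and at least 1 fit per table exceeded it on held-out variants too, so the errors are larger than the scatter around those fits requires. The median score was -0.952 over 1815 double and -1.03 over 79973 quadruple substitutions of the C-terminal library, near its stop level of -1.001.

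Pairs off the curve of summed single effects were few. They numbered 1 of 250 in the N-terminal, 40 of 1516 in the C-terminal (39 above, 1 below) and 364 of 8433 in the pairwise library (345 above, 19 below). Of PDZ3-CRIPT pairs, 1746 of 104260 (1.67%) were off the curve for residues 1 to 50, with 1246 above and 500 below, and 1212 of 135850 (0.892%) for residues 51 to 100, with 963 above and 249 below. Among pairs with the lower 50% of errors the excess above the curve was smaller in the pairwise library, with 105 above and 67 below, and for residues 1 to 50, with 565 above and 530 below. For residues 51 to 100 the direction changed, with 216 above and 305 below. The total for residues 51 to 100 moved most in number with a plain sum without a curve, to 7938, and most in ratio with removal of the median of each substitution, to 135. Removing the median of each substitution left 657 for residues 1 to 50 (580 above, 77 below) and 135 for residues 51 to 100 (134 above, 1 below). With the product above the stop level the counts were 2572 (2091 above, 481 below) and 1642 (1351 above, 291 below). Most pairs off the curve were above it under both of these settings. In simulations where effects added on a hidden scale with a floor, 32.3% of such calls were false, so single calls carry that limit.

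In the pairwise library the pair farthest above the curve was S7M with V8Q, which scored -0.168 ± 0.139 against an expected -0.927. In the C-terminal library it was Q5N with S7W, at -0.159 ± 0.0697 against -0.641. Q5E with S7F in that library lay farthest below, at -0.972 ± 0.0745 against -0.275. The only pair off the curve in the N-terminal library was K1Y with K4G, at -0.769 ± 0.0473 against -0.563, and 0 pairs remained with the product above the stop level as expectation. For PDZ3 residues 1 to 50 the pair farthest above was PDZ3 I14T with CRIPT V8P, at -0.139 ± 0.0963 against -0.828, and the pair farthest below was D4L with N2I, at -0.584 ± 0.0562 against -0.00575. The 3 pairs farthest below for residues 51 to 100 (Y95K with S7T, E99W with S7G, F98Y with Q5M) were not past the threshold after the median of each substitution was removed.

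The specificity question of the study is which PDZ3 and CRIPT positions depend on each other. Among 344 position pairs with enough data for residues 1 to 50 the median share of substitution pairs off the curve was 0.919%, and among 400 for residues 51 to 100 it was 0%. The largest share was at H70 with T6, where 83 of 276 pairs (30.1%) were off the curve, each of the 83 above it, and the mean deviation over the 276 pairs was 0.152. At the other CRIPT positions the share for H70 was between 0% and 1.44%. The share at H70 with T6 moved most, to 78.6%, with a plain sum, and was 24.6% after removal of the median of each substitution and 26.4% with the product above the stop level. For residues 1 to 50 the largest share was at N24 with S7, with 93 of 337 pairs (27.6%), 84 of them above the curve. It was 18.1% after median removal. S37 with Q5 followed with 11.2%, and 10.3% after median removal. S37, G22 and G43 with S7 had 9.43%, 9.31% and 8.31%. After median removal these shares fell to 2.83%, 5.41% and 2.46%. For residues 51 to 100, T85, A80, R66 and K91 with S7 had 7.76% to 8.31%, and each fell to 0% after median removal.

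**Figure D3:**
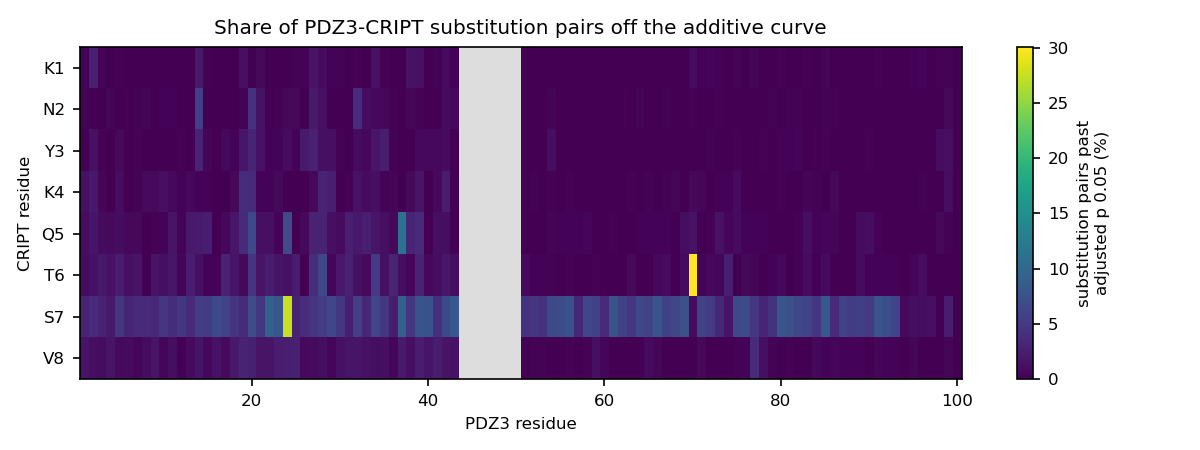
Share (%) of substitution pairs off the curve for each PDZ3 residue (horizontal) and CRIPT residue (vertical), with grey for residues 44 to 50, which had too few pairs. H70 with T6 (30.1%) and N24 with S7 (27.6%) have the largest shares, and the S7 band rests largely on a few substitutions.

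The S7 band needs care. The substitutions S7N, S7T and S7D accounted for 592 of 773 S7 pairs off the curve for residues 1 to 50 and for 879 of 892 for residues 51 to 100, which is 72.5% of all 1212 such pairs there. These 3 substitutions were singled out after their values had been seen. For S7N in the listing for residues 51 to 100 the single score was -0.493 ± 0.00636, while its median over 290 pairs with near-neutral PDZ3 substitutions was -0.287. The pairwise and C-terminal libraries gave -0.251 and -0.274 for S7N.

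At PDZ3 position 70 the ranking of ligand residues changed with the PDZ3 residue. With H at position 70 wild-type T at CRIPT position 6 had the highest score. With 15 of the 20 residues at position 70 another residue at CRIPT position 6 scored above T, and in 8 of these the difference was past an adjusted p of 0.05. The highest of up to 19 alternatives was compared with T, and this choice was not corrected for. The 3 pairs farthest above the curve for residues 51 to 100 were all of this kind. H70P with T6I scored -0.208 ± 0.0461 against -0.507 for H70P and -0.626 for T6I alone, a deviation of 0.593. H70I with T6V scored -0.215 ± 0.0405, a deviation of 0.585, and H70V with T6I scored -0.225 ± 0.0345, a deviation of 0.575.

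**Figure D4:**
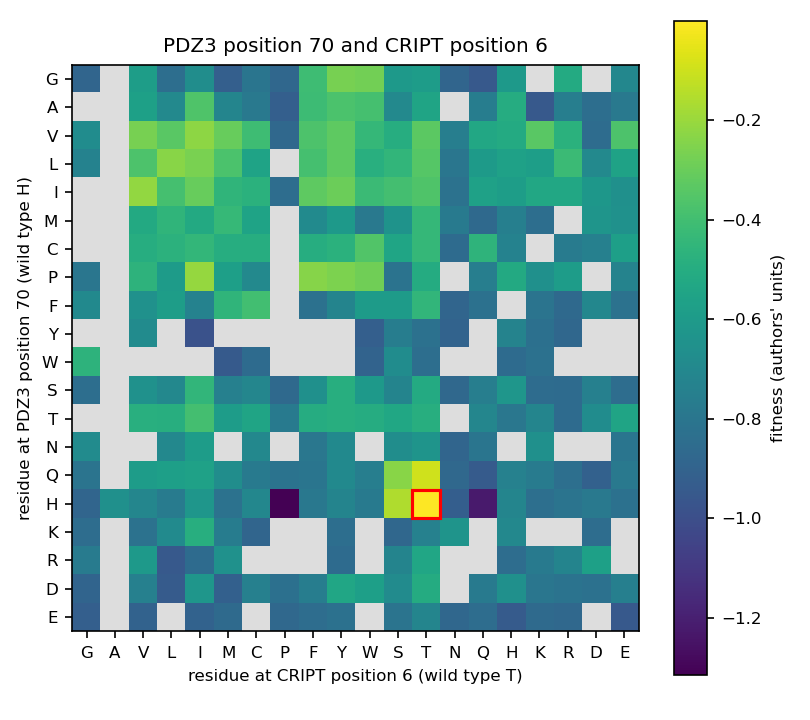
Fitness score (authors' units, color) for each residue at PDZ3 position 70 (vertical) and CRIPT position 6 (horizontal), with grey for pairs without a score and the wild type outlined in red. H70P with T6I (-0.208), H70I with T6V (-0.215) and H70V with T6I (-0.225) score above either single substitution.

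Scores in the N-terminal library were also compared by charge, a comparison chosen after the values had been seen. Among variants with 4 substitutions the median score was -0.685 at a net charge of -2 (1452 variants), -0.538 at a net charge of 0 (33790 variants) and -0.243 at a net charge of 2 (2450 variants). Within each of the 20 residues at position 4, the slope per acidic residue at positions 1 to 3 was negative (median -0.0896) and the slope per basic residue was positive (median 0.0967). Variants with 3 or 4 substitutions, 75913 in number, entered these slopes.

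**Figure D5:**
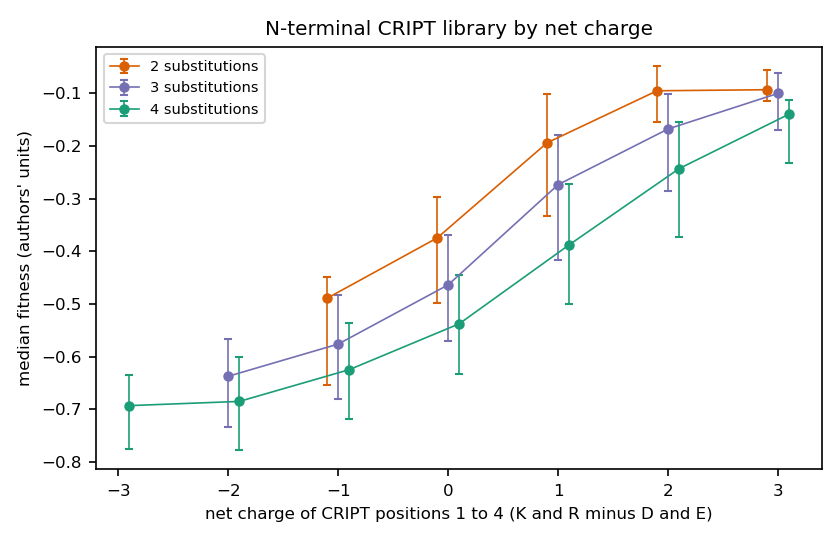
Median fitness score (authors' units) of N-terminal library variants against the net charge of CRIPT positions 1 to 4, by number of substitutions, with bars for the quartiles. With 4 substitutions the median rises from -0.685 at a net charge of -2 to -0.243 at 2.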

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

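The tests in this part were all chosen after the result had been seen.

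The listings for PDZ3 residues 1 to 50 and 51 to 100 both contain the CRIPT single variants on wild-type PDZ3, so these should have 1 true value each. By a test of the difference itself, 108 of the 154 shared variants differed at an adjusted p under 0.05, with 84 lower and 24 higher in the listing for residues 1 to 50. The median difference was 0.0158, against a median combined error of 0.00622. Among the variants farthest apart were V8H, at -0.818 and -1.25, K1* (a stop), at -1.13 and -0.835, T6Q, at -0.930 and -1.22, and T6G, at -1.18 and -0.887, each named after its values were seen. A constant offset between the experiments is not enough as the whole cause, since 55 variants still differed once the median difference was removed. A linear difference in scale is not enough either, since 56 still differed after rescaling 1 listing onto the other. Removing these nevertheless lowered the count, so each may account for part of it. Errors stated too small for variants of low fitness stay open as a candidate explanation. The spread of the difference in units of its stated error was 2.92 times as large below a score of -0.6 as above -0.3. It was 2.17 above -0.3 as well, so the stated errors fell short of the difference between listings there too. With an added error of 0.0117, estimated from these differences, 17 variants still differed. No biological explanation was tested, since both listings give these variants the same sequences.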

How the results depend on the processing

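Of 96 alternatives tried for 36 results, 40 left the value within its bootstrap or propagated error, or the count within 1.5 times the reported one, and 56 moved it. No mean effect or difference changed sign. The positions below 50% of the stop level, the difference between the N- and C-terminal libraries, and the counts against wild type, lower and higher together, with a threshold of 0.01, with 0 as reference or with an added error stayed within these limits, as did the count for residues 1 to 50 with a shifted wild-type value. The counts above wild type alone moved more. At a threshold of 0.01 they were 6 instead of 17 (pairwise), 690 instead of 1223 (residues 1 to 50) and 1625 instead of 2829 (51 to 100). With 0 as reference the pairwise library had 40, and the shifted wild-type value gave 1772 for residues 1 to 50. With an added error the pairs off the curve numbered 1 (N-terminal), 34 (C-terminal), 330 (pairwise), 1281 (residues 1 to 50) and 878 (51 to 100), also within them.

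With the 50% of variants with the lower errors, fewer variants were tested, which by construction lowers the counts. The counts past the threshold against wild type were 41887 (N-terminal), 58793 (C-terminal), 4178 (pairwise), 39995 (PDZ3 residues 1 to 50) and 44457 (51 to 100). Under this restriction mean single effects were -0.151 in the pairwise library and -0.0759 and -0.0205 for PDZ3 residues 1 to 50 and 51 to 100. R² of the additive fit was 0.856 (N-terminal), 0.315 (C-terminal) and 0.886 (pairwise). Pairs off the curve numbered 0 (N-terminal), 22 (C-terminal), 172 (pairwise), 1095 (residues 1 to 50) and 521 (51 to 100). In the last of these the majority changed side, with 216 above and 305 below. The excess above the curve shrank to 105 above and 67 below (pairwise) and to 565 above and 530 below (residues 1 to 50). In the C-terminal library the pairs off the curve stayed on the upper side, with 22 above and 0 below, against 39 above and 1 below without the restriction. Pearson's r for the N-terminal library was 0.986 with the pairwise library, 0.864 with residues 1 to 50 and 0.903 with residues 51 to 100, over only 9, 8 and 8 substitutions. For the C-terminal library it was 0.984, 0.981 and 0.975, for the pairwise library 0.996 and 0.988 with the listings, and between the listings 0.992, over 15 to 65 substitutions. Stop medians were -0.769, -0.988, -0.830, -0.754 and -0.753 in the order of the counts. The mean single effects given here and all stop medians moved upward, so the variants kept scored higher on average than those left out. For these values the restriction therefore selects on score as well as on error and is no independent check. The cause was not tested for R², r and the shift from above to below the curve.

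Weights by the inverse squared error gave mean single effects of -0.216 (pairwise), -0.0888 (residues 1 to 50) and -0.0395 (51 to 100). Single stop variants alone gave stop medians of -0.803, -0.947, -0.845, -0.776 and -0.857 in the same order of tables. R² through an isotonic curve was 0.731, 0.303 and 0.823 for the N-terminal, C-terminal and pairwise libraries, and with all pairs of substitutions 0.779 and 0.494 for the N- and C-terminal libraries. Added terms raise R² by construction, but on held-out variants it rose too, from 0.724 to 0.766 and from 0.245 to 0.463. The cause of the first 2 changes was not tested.

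Without the curve, a plain sum of single effects gave 0 (N-terminal), 433 (C-terminal), 967 (pairwise), 7157 (residues 1 to 50) and 7938 (51 to 100) pairs off expectation. Its R² for pairs was below that of the curve in all 5, as low as -0.694 in the C-terminal library. That order was fixed in advance, because the curve was fitted to the same pairs, so it is no test of the curve. A threshold of 0.01 gave 215 (pairwise), 1082 (residues 1 to 50) and 798 (51 to 100). Removal of the median of each substitution gave 5 (N-terminal), 63 (C-terminal), 657 (residues 1 to 50; 580 above) and 135 (51 to 100; 134 above), and 124 of the 135 were also among the 1212 reported. The product above the stop level gave 0 in the N-terminal library. The cause was not tested for the last 2 settings.

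No paired analysis was possible because the tables give 1 pooled score per variant and no values per replicate. For the same reason alternatives fixed in advance that need counts or replicates were not run: other normalization factors, total counts as library size, other count models, fits without the replicate term, filters on counts, other pseudocounts, the trend of the variance, a test against a fold-change threshold, a synonymous reference and leaving out each replicate in turn. The fit with all pairs was not run for the pairwise library, where it would have a term per variant. Stop variants, at the low end of the scale, had a larger median error than all variants in every table or listing. The gap was widest for residues 51 to 100, with 0.121 against 0.0437. It was narrowest in the C-terminal library, with 0.0704 against 0.0647. Whether depth accounts for these gaps could not be tested, because the depth is unknown.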

Other observations

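The tests in this part were all chosen after the result had been seen. The 2 wild-type control samples belong to no comparison and were not used here.

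The pairs of PDZ3 position 70 with CRIPT position 6 lay above the curve more often than any other position pair in the listing for residues 51 to 100. If the listed single values were off by a shift common to their pairs, removing the median of each substitution would remove the pattern, but 24.6% of pairs stayed past the threshold. A floor of the readout is not enough as the whole cause, since 26.4% stayed past it with the product above the stop level as expectation. Large errors are not enough either, since pairs of the same CRIPT substitutions with other PDZ3 positions, at an expected score within 0.05, passed the threshold in only 0.410% of cases, at a median error of 0.122 against 0.0946. A restriction to low errors is no test here, because error fell with score (Spearman's rho -0.881 across the 276 pairs, which are not independent). An effect on the whole listing would reach the other CRIPT positions of H70, where the share was at most 1.44%. As a hypothesis, the residue at position 70 may set which residue is preferred at ligand position -2. It was found and tested on the same data.

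The pairs of PDZ3 position 24 with CRIPT position 7 kept 18.1% past the threshold after removal of the median of each substitution. They kept 31.8% with the product above the stop level. Matched pairs of the same CRIPT substitutions with other PDZ3 positions passed the threshold in 5.14% of cases. A common shift from listed single values, a floor and large errors therefore each fall short as the whole cause, although median removal lowered the share from 27.6%. At the other CRIPT positions the share for N24 was between 0% and 6.94%. The highest of these was with Q5, at 3.18% after median removal, so the pattern was less confined to 1 CRIPT position than that of H70. A dependence between PDZ3 position 24 and CRIPT position 7 may exist as a hypothesis, with the same limit.

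Many other pairs with S7 had a simpler candidate explanation, that the listed single value is off. Such a shift, if common to the pairs of a substitution, would go once its median is removed. For S7N the pairs past the threshold fell from 211 to 2 of 690 (0.290%) for residues 1 to 50 and from 562 to 0 of 919 (0%) for residues 51 to 100. For S7D they fell from 45 to 10 of 741 (1.35%) and from 144 to 1 of 927 (0.108%). These shares are consistent with a listed single value that is off for both substitutions. S7D had listed singles of -0.503 and -0.603 in the 2 listings, while its medians over near-neutral PDZ3 backgrounds were -0.434 and -0.455. The CRIPT-only tables do not place S7D, since they gave -0.559 and -0.369. For S7T the pairs fell from 173 to 0 of 941 for residues 51 to 100 but from 336 to 79 of 739 (10.7%) for residues 1 to 50. There a shift common to all pairs is not enough as the whole cause. Expected scores pass through a curve, so a single value that is off need not shift all its pairs equally. Median removal therefore cannot exclude it for S7T. The near-neutral median lay nearer than the listed single to a CRIPT-only value in 4 of 4 comparisons for S7N, 4 of 4 for S7T and 2 of 4 for S7D. What would displace those singles was not tested.

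The CRIPT-only tables lie on the scale of the listing for PDZ3 residues 51 to 100. The largest difference of the 3 regression slopes from 1 was 0 to 9 decimals, which is consistent with a linear rescaling onto that listing before deposit. Agreement in level between these tables is then fixed by construction, while their correlation is not.

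In the N-terminal library acidic residues went with lower scores. Loss of K4 alone is not enough as the cause, since the slope per acidic residue at positions 1 to 3 was negative within 20 of 20 residues at position 4. Hydropathy is not enough either, since the median slope with hydropathy in the fit was -0.0980. Processing of the N-terminal library alone is not enough, since in 3 of 3 other tables single substitutions at positions 1 to 4 ranked acidic lowest and basic highest by their medians. The acidic medians were -0.283, -0.267 and -0.245, against -0.0736, -0.103 and -0.0732 for other residues, over 8 and 62 substitutions. What else links charge to the score was not tested.

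In the N-terminal library 107 of 14920 stop variants (0.717%) lay above 50% of the stop level. Of these, 86 had an error over the median error of the stop variants, which is consistent with large errors as a source of them. The stated errors do not predict the number well. They gave 281 against the 107 seen, 4.13 against 10 in the C-terminal library, 18.2 against 17 in the pairwise library, and 38.9 against 7 and 36.5 against 1 in the listings for residues 1 to 50 and 51 to 100. In those listings 0 of the 7 and 0 of the 1 had an error over the median, so this does not extend to those listings.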
